# *Let-7 *microRNAs are developmentally regulated in circulating human erythroid cells

**DOI:** 10.1186/1479-5876-7-98

**Published:** 2009-11-25

**Authors:** Seung-Jae Noh, Samuel H Miller, Y Terry Lee, Sung-Ho Goh, Francesco M Marincola, David F Stroncek, Christopher Reed, Ena Wang, Jeffery L Miller

## Abstract

**Background:**

MicroRNAs are ~22nt-long small non-coding RNAs that negatively regulate protein expression through mRNA degradation or translational repression in eukaryotic cells. Based upon their importance in regulating development and terminal differentiation in model systems, erythrocyte microRNA profiles were examined at birth and in adults to determine if changes in their abundance coincide with the developmental phenomenon of hemoglobin switching.

**Methods:**

Expression profiling of microRNA was performed using total RNA from four adult peripheral blood samples compared to four cord blood samples after depletion of plasma, platelets, and nucleated cells. Labeled RNAs were hybridized to custom spotted arrays containing 474 human microRNA species (miRBase release 9.1). Total RNA from Epstein-Barr virus (EBV)-transformed lymphoblastoid cell lines provided a hybridization reference for all samples to generate microRNA abundance profile for each sample.

**Results:**

Among 206 detected miRNAs, 79% of the microRNAs were present at equivalent levels in both cord and adult cells. By comparison, 37 microRNAs were up-regulated and 4 microRNAs were down-regulated in adult erythroid cells (fold change > 2; p < 0.01). Among the up-regulated subset, the *let*-7 miRNA family consistently demonstrated increased abundance in the adult samples by array-based analyses that were confirmed by quantitative PCR (4.5 to 18.4 fold increases in 6 of 8 *let-7 *miRNA). Profiling studies of messenger RNA (mRNA) in these cells additionally demonstrated down-regulation of ten let-7 target genes in the adult cells.

**Conclusion:**

These data suggest that a consistent pattern of up-regulation among *let-7 *miRNA in circulating erythroid cells occurs in association with hemoglobin switching during the fetal-to-adult developmental transition in humans.

## Background

MicroRNA (miRNA) is approximately 22 nucleotide long single-stranded RNA which regulates gene expression through either post-transcriptional gene silencing by pairing to target mRNA to trigger mRNA cleavage, trafficking of mRNA for degradation, or translational repression [1]. MicroRNAs are predicted to target over one-third of the human genome [2]. Regulated expression of miRNA was linked to many physiological processes including developmental timing and neuronal patterning [3]. Gene products that control a broad range of functions including proliferation, differentiation and apoptosis are targeted by miRNA [4,5]. For example, expression of miR-145 is thought to act as a tumor suppressor in normal cells, and miR-145 is under-expressed in breast cancer. Alternatively, over-expression of a separate miRNA named miR-155 is thought to be involved in oncogenesis [6]. Expression of some miRNA is evolutionarily-conserved including the *let-7 *miRNA family. Experimental findings suggest that *let-7 *miRNAs play major roles in growth and development [7]. Based upon involvement of *let-7 *miRNA in the larval-to-adult transition in *C. elegans *and the juvenile-to-adult transition in *Drosophila*, a similar function for *let-7 *miRNA in mammalian development is being explored [8].

Birth defines the developmental transition from fetal to extra-uterine life in humans. Post-natal life necessitates the development or function of several organ systems that maintain those functions into adulthood. The loss of placental function necessitates pulmonary function and atmospheric respiration for adequate tissue oxygenation and survival of the host. Tissue oxygenation is accomplished during this developmental period via hemoglobin in erythrocytes that complete the placental or pulmonary circuits [9]. Human hemoglobin is a heterotetrameric metalloprotein composed with four globin chains; two of alpha chains (α1, α2, ζ, μ, and θ) and two of beta chains (β, δ, G-γ, A-γ, and ε). Each globin molecule binds one heme molecule [10]. In humans and other large mammals, the perinatal period defines a major developmental transition from fetal-to-adult hemoglobin types in erythroid cells [11]. Hemoglobin composition switches around the time of birth from fetal hemoglobin (HbF, α_2_γ_2_) to adult hemoglobin (HbA, α_2_β_2_). Based upon the importance of hemoglobin switching for the clinical development of sickle cell anemia and thalassemias, this developmental hemoglobin switching process has been studied extensively. While studies of hemoglobin switching led to fundamental insights regarding gene and protein structure and regulation over the last 50 years, the molecular mechanism(s) for this developmental phenomenon remain elusive. Hemoglobin switching is accomplished via developmentally timed and coordinated changes in globin gene expression. As such, efforts remain focused upon understanding transcription regulation in erythroid cells. Since miRNA represent a new class of transcription regulators in eukaryotic cells, human circulating erythroid cells were used to determine whether fetal-to-adult hemoglobin switching is associated with changes in miRNA abundance patterns.

## Methods

### Preparation of reticulocyte RNA

Studies involving human subjects were approved by the institutional review boards of the National Institute of Diabetes, Digestive, and Kidney Diseases or the National Naval Medical Center. After written informed consent was obtained, peripheral blood or umbilical cord blood was collected from four adult healthy volunteers and four pregnant females. Reticulocyte-enriched pool was obtained by removing plasma, platelets, and white blood cells by centrifugation and filtering as described previously [12]. Total RNA was isolated from the reticulocyte-enriched pool using TRIzol reagent.

### Transcriptome profiling of reticulocytes from cord and adult bloods

Profiles of mRNA expression were analyzed based on total RNA from six cord blood and six adult blood samples using GeneChip^® ^Human Genome U133 Plus 2.0 arrays (Affymetrix) with the same method as previously described [12].

### MicroRNA array analysis

Custom spotted miRNA array V4P4 containing duplicated 713 human, mammalian and viral mature antisense microRNA species (miRBase: http://www.mirbase.org/, version 9.1) plus 2 internal controls with 7 serial dilutions was printed in house (Immunogenetics Laboratory, Department of Transfusion Medicine, Clinical Center, National Institutes of Health). Validation of this platform according to sample input, dye reversal, and labeling method efficiency were optimized for analyses of microRNA species in hematopoietic cells as reported previously [13]. The oligo probes were 5' amine modified and immobilized in duplicate on CodeLink activated slides (GE Healthcare, Piscataway, NJ) via covalent binding. Fluorescent labeled miRNA from total RNA samples was synthesized using miRCURY LNA microRNA Power labeling kit (Exiqon, Woburn, MA) according to manufacturer's protocol. Purified total RNA from four cord blood and four adult RBC was labeled with fluorescent Hy5-dye. Reference total RNA isolated from Epstein-Barr virus (EBV)-transformed lymphoblastoid cell lines were labeled with fluorescent Hy3-dye for comparison. Labeled RNA from sample and reference were co-hybridized to miRNA array at room temperature overnight. After washing, raw intensity data were obtained by scanning the chips with GenePix scanner Pro 4.0 and were normalized by median over entire array. Differentially expressed miRNAs were defined by two-tailed unpaired t-test comparing cord blood group with adult blood group as miRNAs with p-value less than 0.01 and fold change greater than two. All microarray data compiled for this study is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO#: GSE17639, GSE17405).

### Quantitative real-time PCR

To confirm the microarray results, quantitative real-time PCR (qPCR) was performed on let-7a through let-7i miRNA members in adult blood vs. cord blood. Complementary DNA specific to each miRNA was generated from total RNA using TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems) according to manufacturer's protocol and subjected to the real-time PCR reaction using Taqman microRNA assay (Applied Biosystems). Each reaction was performed in triplicate. miR-103 was chosen as the endogenous control for signal normalization across different samples based on the recommendation of previous report [14]. Normalized relative expression level of each miRNA was approximated by calculating 2-ΔCt (ΔCt = Ct_miRNA - Ct_miR-103, Ct: cycle threshold). Variation of mean Ct of miR-103 across four cord blood and four adult blood samples remained low (Avg_Ct = 19.75, Stdev = 1.09).

## Results and Discussion

Erythroid cells (reticulocytes and mature erythrocytes) were isolated and purified from blood. The strategies used to isolate the erythroid cells in high purity (>99% erythroid cells in the absence of leukocytes and platelets) were previously described [12]. Total RNA was isolated within 48 hours of collection from fetal (umbilical cord, n = 4) and adult (n = 4) blood sources. Among the 474 human miRNAs spotted on the arrays, 206 were detected in the samples. As defined by p < 0.01 and mean fold change > 2, 41 miRNA species were identified as being differentially expressed in the fetal and adult cells. According to these criteria, only 4 of 41 miRNAs demonstrated significantly down-regulated abundance in the adult cells, and none were down-regulated to levels below a negative three-fold change. The remaining 37 of the 206 human miRNAs were upregulated in abundance in the adult samples. Among the up-regulated subgroup, hsa-miR-96 demonstrated a distinct pattern with a 34.4 fold increase in abundance. Also noteworthy were hsa-miR-411 with a 7.5 fold increase, hsa-miR-182 with a 5.1 fold increase, and hsa-*let-7 *miRNAs with 4.3 to 5.1 fold increases (Figure 1). The unbalanced pattern of up-regulation compared to down-regulation in the adult samples was opposite the pattern of mRNA previously reported among similar erythroid populations [12]. In that study, the fetal erythroid cells were identified as having increased abundance in 103 of 107 differentially regulated mRNAs. The cause of increased abundance of miRNA versus decreased mRNA abundance in the adult cells is unknown, but the pattern is consistent with the general role of miRNA for mRNA degradation.

**Figure 1:**
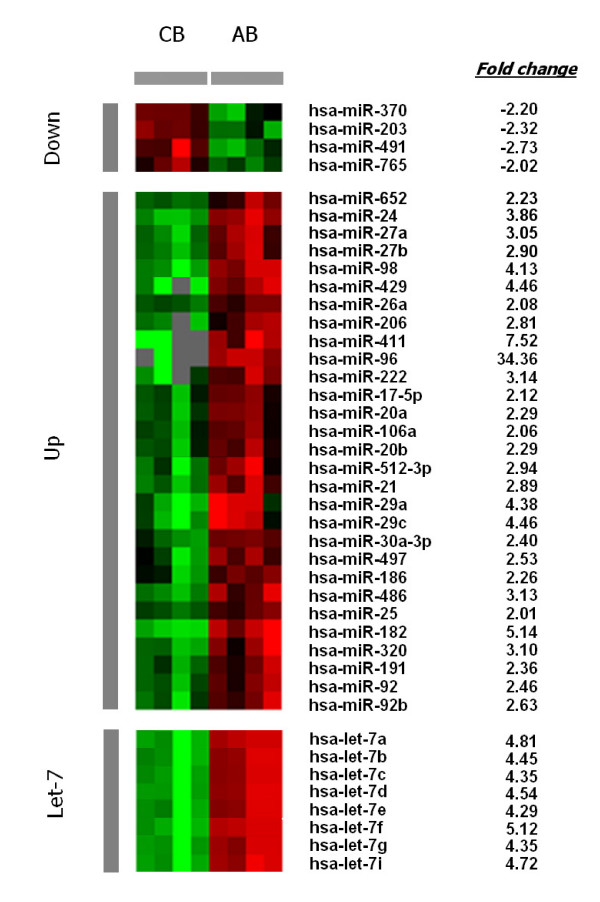
**MicroRNA expression profiles of reticulocytes from cord blood and adult blood samples**. Total RNA was isolated from enucleated reticulocyte-enriched pools from four umbilical cord blood samples (CB) and four adult peripheral blood samples (AB). Raw intensities from each sample were normalized compared to median value over entire array. As shown, miRNA defined as being differentially expressed (*p *< 0.01 and fold change > 2) were grouped into down-regulated (Down), up-regulated (Up), and *let-7 *(Let-7) gene products. Relative abundance patterns are noted as increased (red), decreased (green), unchanged (black), and below the detection limit (grey).

In order to validate the array-based patterns of human erythroid miRNA, qPCR assays were performed. Relative abundance of miRNA in each sample was calculated by delta Ct method using miR-103 as a reference [14]. Equivalent and high-level expression of miR-103 was detected in cord and adult blood samples (data not shown). The pattern of increased *let-7 *miRNA abundance demonstrated on the arrays was confirmed by qPCR (Figure 2A). Among the *let-7 *miRNA detected on the arrays with significantly increased abundance, *let-7d *and *let-7e *miRNA demonstrated the greatest increases with more than 10 fold increases with qPCR (p < 0.01). Differential expression of *let-7f *was not identified by qPCR, and let-7b failed to amplify. In addition to the *let-7 *miRNA group, qPCR was also used to confirm the expression patterns of other miRNA in these cells. Increased abundance of three other up-regulated miRNA (miR-96, miR-29c, and miR-429) was confirmed (Figure 2B). miR-96 was the most differentially expressed on the arrays, and the qPCR data confirmed greater than a 10-fold increase in adult cells. Up-regulated expression of miR-96 was recently demonstrated in chronic myelogenous leukemia and breast cancer cells [15], and miR-96 may function by regulating expression of the transcription factor FOXO1 [16]. The expression patterns of three other miRNA (miR-451, miR-144, and miR-142) predicted to be expressed in erythroid cells were also examined (Figure 2C). miR-142 is specifically expressed in hematopoietic tissues [17]. The miR-144 and miR-451 genes are known erythroid miRNA that are regulated by the GATA-1 transcription factor [18,19]. All three miRNA species were detected. Adult blood expression of miR-451 was increased, but that increase was not statistically significant.

**Figure 2:**
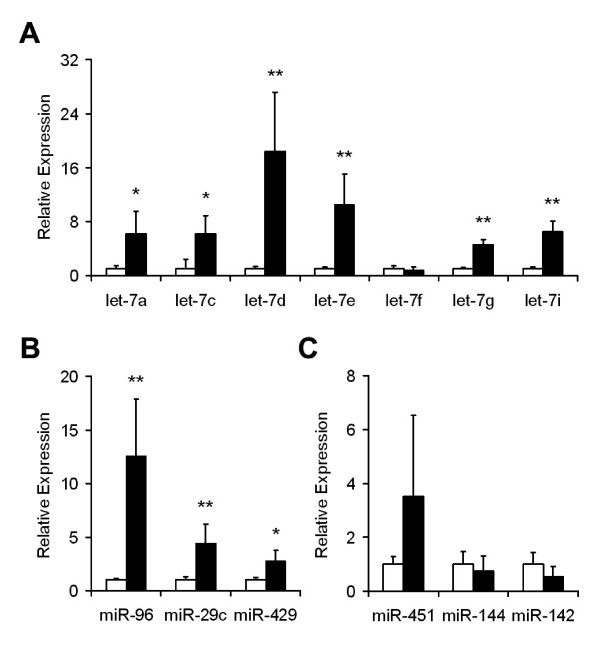
**Validation of miRNA array data using quantitative real-time polymerase chain reaction (qPCR) assay**. **A**. Relative expression patterns for the *let-7 *miRNA that were quantitated by qPCR. Relative expression levels (y-axis) in umbilical cord blood were defined as a level of one for comparison. **B**. Confirmation of miR-96, miR-29c, miR-429 up-regulated expression in adult cells. **C**. Relative expression patterns of the GATA-1 regulated miRNA, miR-451 and miR-144, and hematopoietic tissue-specific microRNA, miR-142. Umbilical cord blood (open bars), adult blood (closed bars), (* *p *< 0.05), (** *p *< 0.01). Note differences in y-axis scales between the three panels.

While the expression of let-7 genes in human erythroid cells was reported previously [20], this is the first study to demonstrate a developmental increase in the abundance of these gene products. Since *let-7 *miRNA is involved in ontogeny-related gene expression and regulation in lower organisms [8], our study was extended to identify potential mRNA targets of *let-7 *that are expressed in fetal versus adult human erythroid cells. For this purpose, the miRNA expression patterns were combined with mRNA transcriptome analyses. First, miRBase predictions (Version 5) of let-7 major strands were catalogued according to a prediction p-value of less than 0.001. In total, 532 human genes were identified as potential targets of the differentially expressed let-7 miRNA shown in Figure 2. 

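Reticulocyte RNA from 6 adult blood and 6 umbilical cord blood donors was hybridized to Affymetrix U133Plus chips, with 1 array per sample. Reticulocytes are young red cells that have already lost the nucleus, so their mRNA is left over from the erythroblast stage. Adult and cord blood differed in 1090 of 54613 probe sets at an adjusted p under 0.05 from limma. Of these, 868 probe sets (571 genes) were lower and 222 probe sets (162 genes) were higher in adult blood, and 795 and 184 of them differed by over 2-fold. Genes were counted only from probe sets with 1 gene symbol, and 2 genes are in both gene counts. The brightest 10% of the probe sets held 435 of the lower and 90 of the higher ones.

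**Figure D1:**
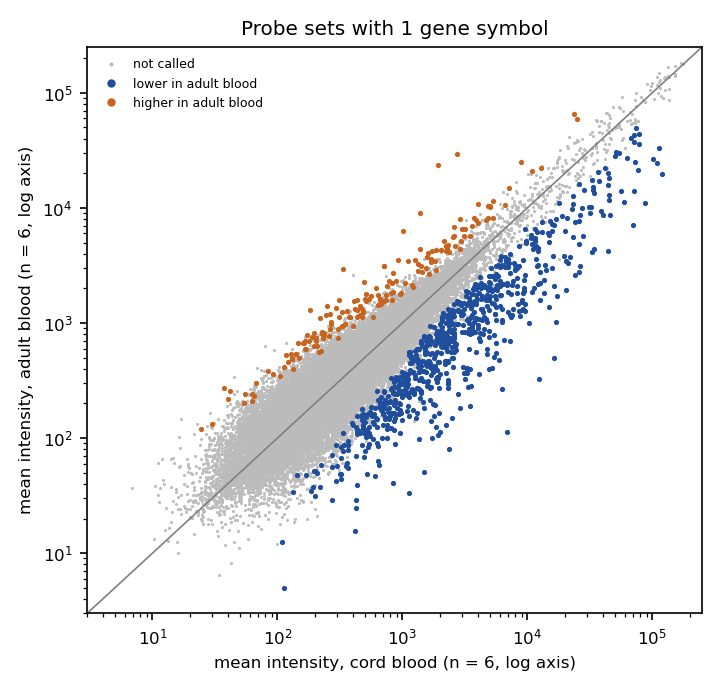
Mean intensity in adult blood against mean intensity in umbilical cord blood (n = 6 each, both axes on a log scale) for 41029 of the probe sets with 1 gene symbol. Blue points are the 751 probe sets called lower and orange points the 171 called higher in adult blood at an adjusted p under 0.05 from limma, grey points are not called, and the line marks equal means.

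Of 4 embryonic and fetal globin genes listed, 2 were measured, HBE1 and HBZ, so the fetal gamma-globins were not part of the label check. HBZ was not called (log2 fold change -1.40, adjusted p = 0.47 from limma). The embryonic globin gene HBE1 served as a limited check of the labels. Its average intensity was 5816 ± 1093 (SD, n = 6) in adult blood and 10676 ± 2242 (SD, n = 6) in cord blood, a log2 fold change of -0.87 (adjusted p = 0.010 from limma), and its other probe set had a log2 fold change of -1.11 (adjusted p = 0.0058). The first call was lost after quantile normalization and under the methods' t-test, where it missed the fold threshold, and both were lost without the trend and robust options of eBayes and with either covariate described below, the beta-actin or the 18S ratio. HBB, the adult beta-globin gene, lay near the top of the intensity range in both groups with its brightest probe set, at 177066 ± 29293 and 177572 ± 14229 (SD, n = 6 each), where a difference would be hard to see (log2 fold change -0.02, adjusted p = 0.98). Its dimmest probe set, at 1245 ± 616 in adult and 1506 ± 213 in cord blood (SD, n = 6 each), was not called either (log2 fold change -0.39, adjusted p = 0.63).
Among 39 marker genes of neutrophils, monocytes, T and NK cells and B cells, none was called in either direction, also when adjusted over the list alone (limma; 0 by the methods' t-test, and 2 had an unadjusted p under 0.05, both higher in adult blood). The brightest of them, CD8A, had average intensities of 2336 ± 1169 in adult and 1785 ± 1306 in cord blood (SD, n = 6 each). Of 8 platelet genes 1, GP9, and of 6 progenitor genes 1, GATA2, were lower in adult blood, with log2 fold changes of -1.69 (adjusted p = 0.016) and -0.82 (adjusted p = 0.022), and the other members of both lists were not called. TUBB1, another platelet gene, was lower when adjusted over the list alone (log2 fold change -0.89, adjusted p = 0.077 over all probe sets). Leaving out cord blood replicate 4, 5 or 6 ended the call of GATA2 (highest adjusted p = 0.061), and its log2 fold change of -0.82 is short of the fold threshold of the methods' t-test. The log2 ratio of the 3' to the 5' control probe sets of beta-actin, a sign of RNA integrity, was 1.42 ± 0.16 in adult and 1.16 ± 0.12 in cord blood (SD, n = 6 each; two-sided exact permutation p = 0.015), and that of GAPDH was 1.03 ± 0.50 and 0.93 ± 0.22 (exact permutation p = 0.63).
The values are MAS5 intensities, scaled by the authors so that the mean of each array without its highest and lowest 2% is 500. They were taken as deposited, and log2(intensity + 16) was fitted with limma over all probe sets except the 62 controls. Fold changes are on this scale, which understates the change of dim probe sets. The medians of the arrays lay between 278.6 and 298. The log2 ratio of the 3' to the 5' control probe sets of 18S ribosomal RNA was -3.29 ± 0.75 in adult and -1.37 ± 0.18 in cord blood (SD, n = 6 each; two-sided exact permutation p = 0.0022), a ratio that is not exact, since the 5' probe set lay near the top of the intensity range, as HBB did. With the beta-actin ratio as a covariate, chosen after the ratios were seen like that of 18S, 254 probe sets were lower and 20 higher, and with the 18S ratio 148 and 26. The median log2 fold change of the 868 lower probe sets was -1.80 without a covariate (median standard error 0.31), -1.77 with the beta-actin ratio (0.44) and -1.96 with the 18S ratio (0.65), so the calls were lost with wider standard errors.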

Next, mRNA profiling analyses were performed on the circulating erythroid cells to determine which of the target genes demonstrated down-regulated abundance in the adult cells. Among 532 target genes, the mRNA levels of 10 predicted gene targets were down-regulated in adult blood compared to umbilical cord blood (Figure 3). Collectively, the group includes several genes involved in cellular proliferation (MED28, SMOX) [21,22], and apoptosis (DAD1, EIF4G2) [23,24]. Also, EIF3S1 [25] functions in the 40S ribosomal initiation complex formation, so down-regulation of this non-core subunit of EIF3 may affect erythroblast differentiation or the translational efficiency of globin chain mRNAs [26]. 

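Of the 10 genes in Fig. 3, 7 had all of their Fig. 3 probe sets called lower in adult blood, and 8 had at least 1. The 7 were ACP1, a tyrosine phosphatase, BMP2K, a protein kinase, DAD1, EIF4G2, EIF3J (EIF3S1 in the paper), RABGAP1L, which has a GTPase-activating domain for Rab proteins, and SMOX. RABGAP1L had a log2 fold change of -3.80 (standard error 0.46, adjusted p = 1.8e-04 from limma). Its adult mean lay below the medians of the arrays, so the size of this change is not exact. The brightest ACP1 probe set was at -2.53 (standard error 0.21, adjusted p = 4.2e-06). The other probe sets of ACP1 were at -1.27 and -1.11, and those of BMP2K at -1.53 and -1.59, with adjusted p between 9.2e-04 and 0.012. The ACP1 probe set at -1.27 lost its call without the trend and robust options of eBayes. RTCA (RTCD1 in the paper), the RNA 3'-terminal phosphate cyclase, had a log2 fold change of -1.22 (standard error 0.58, adjusted p = 0.43), and 1 probe set of Fig. 3 that the annotation used here leaves unnamed had -1.05 (standard error 0.50, adjusted p = 0.43), so neither passed the test.
Over probe sets, 13 of 16 were called lower, and 14 when adjusted over the list alone. The study chose this list on the same samples, so neither count is independent evidence of its direction. In 12 of the 16 the intensities of all 6 adult samples lay below those of all 6 cord samples (two-sided exact permutation p = 0.0022, the smallest that 6 against 6 samples allow), which, in a list chosen on these samples, is no test of the list. Of all 54613 probe sets, 1182 (2.16%) had groups apart in either direction, where chance gives 0.217%.
The arrays carry 22 other probe sets for 7 of the genes. Of these 4 were called lower, none higher and 18 were not called. Several of the 18 were dim in both groups, where a fall would be hard to see. Examples are MED28 at 61.1 in adult and 61.6 in cord blood and BMP2K at 97.8 and 98.8. Others were brighter, such as RABGAP1L at 833.1 and 1113.8 and SMOX at 969.1 and 1082.1. The other probe sets called lower belong to BMP2K, MED28 and RTCA, where 1 had a log2 fold change of -1.96 (adjusted p = 0.014). The 4 other probe sets of RABGAP1L ranged from -0.90 to 0.61 and none was called.

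**Figure D2:**
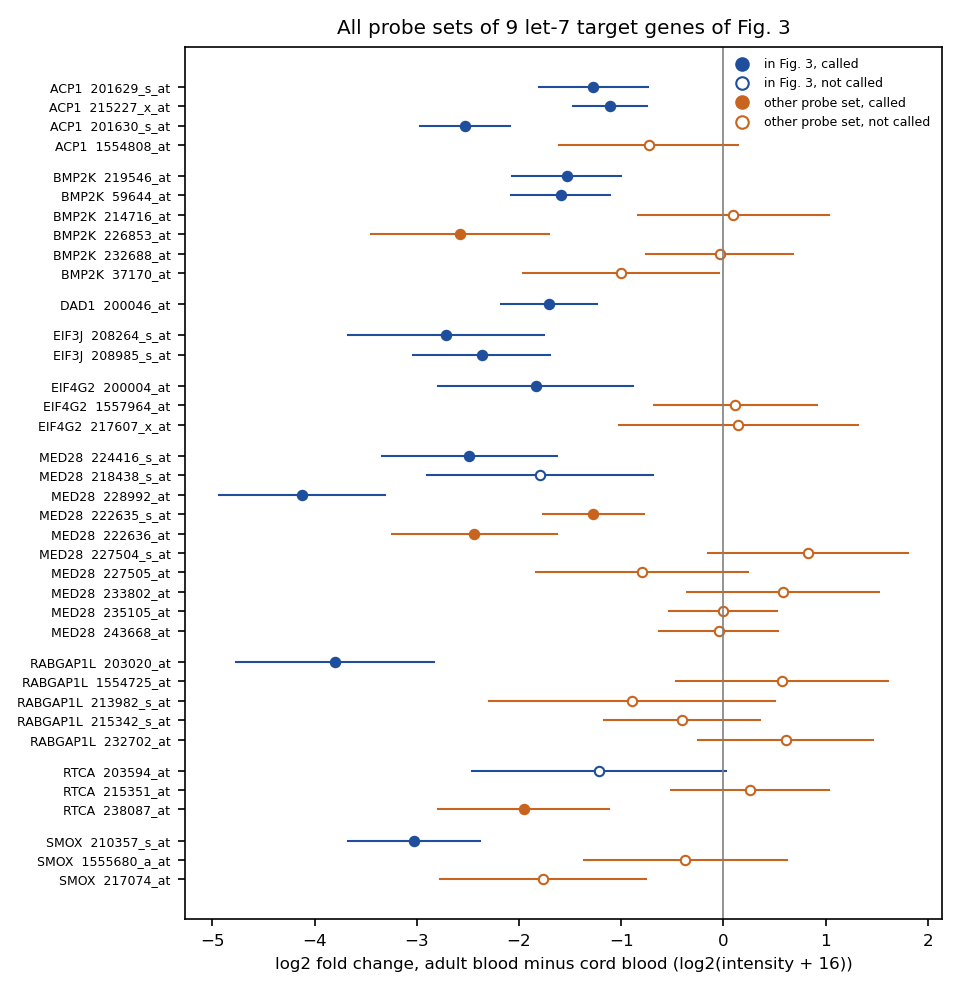
Log2 fold change (adult blood minus umbilical cord blood, n = 6 each) of every probe set of 9 genes of Fig. 3, with 95% confidence intervals from limma. Blue marks the probe sets of Fig. 3 and orange the other probe sets of the same genes, and filled points are called at an adjusted p under 0.05. The blue points lie between -4.12 and -1.11, whereas the orange points spread from -2.58 to 0.82.

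With the beta-actin 3' to 5' ratio as a covariate, 6 of the 16 probe sets and 2 of the 10 genes were called. The median log2 fold change of the 16 probe sets was -1.81 without the covariate (median standard error 0.35) and -1.50 with it (median standard error 0.49). With the 18S ratio as a covariate 4 probe sets and 2 genes were called, at a median of -2.72 (median standard error 0.76). The paper reaches its list by taking predicted targets of the let-7 miRNA that were increased in adult cells and keeping those whose mRNA was lower in adult blood, and states that 10 predicted targets were down-regulated.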

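SMOX, the spermine oxidase gene, was the brightest gene of Fig. 3 and had a log2 fold change of -3.03 (standard error 0.30, adjusted p = 3.2e-05 from limma). MED28, a Mediator subunit, had a log2 fold change of -4.12 for its brightest Fig. 3 probe set (standard error 0.38, adjusted p = 1.4e-05) and -2.49 for another (adjusted p = 0.0026), while the remaining one at -1.79 did not pass (adjusted p = 0.11). The adult means of this brightest probe set and of RABGAP1L (-3.80) lay below the medians of the arrays, so the order of their changes is open. Neither SMOX nor MED28 was lower with all of its probe sets. Both other SMOX probe sets were not called (-0.37 and -1.77, adjusted p = 0.83 and 0.080), and of 7 other MED28 probe sets 2 were lower and 5 were not called. DAD1, a subunit of the oligosaccharyltransferase, had a log2 fold change of -1.71 (standard error 0.22, adjusted p = 3.7e-04). EIF4G2, a translation factor related to EIF4G1, had one of -1.84 (standard error 0.45, adjusted p = 0.047). Its call depended on the samples: leaving out 1 sample gave adjusted p between 0.026 and 0.116, and 9 of the 12 samples, all but adult blood replicates 5 and 6 and cord blood replicate 5, ended the call when left out. A pseudocount of 1, the replicate number as a block and eBayes without trend and robust ended it too. Both other probe sets of EIF4G2 had log2 fold changes of 0.12 and 0.15 and were not called. Their means, 333 and 195.3 in adult and 276.6 and 148.5 in cord blood, lay near or below the medians of the arrays. A fall would be hard to see there.
Set beside these genes, 22 measured members of an apoptosis list held 2 that were lower in adult blood, BIRC2, an inhibitor of apoptosis, and DAD1 itself, none that was higher and 20 that did not pass. BIRC2 had a log2 fold change of -2.57 (standard error 0.28, adjusted p = 6.4e-05). Adjusted over the list alone, 2 were lower and 1, CFLAR (log2 fold change 0.79), was higher, and the list as a set did not pass with camera (adjusted p = 0.10; adjusted p = 0.15 with an estimated correlation), while it passed with the mean of all probe sets of each gene. By fry, which asks whether the genes of a list move one way on balance and compares them with no others, the list was lower (adjusted p = 0.0042). The list includes DAD1, which the study chose on these samples, so the fry result is not fully independent of that choice. Of 26 cell cycle and proliferation genes none was called (limma; 1 by the methods' t-test and 4 at an unadjusted p under 0.05), and their median log2 fold change was 0.23 and their mean 0.06. The median was 0.13 and 0.09 without adult blood replicate 1 and 2, 0.15 and 0.07 without cord blood replicate 3 and 5, and 0.06 among the brighter probe sets. TOP2A came closest to the threshold, at 1.12 (adjusted p = 0.066), and was the only member called when adjusted over the list alone. It was also called without adult blood replicate 6 or cord blood replicate 1 (lowest adjusted p = 0.021), with the block and among the brighter probe sets, and the set did not pass either (camera, adjusted p = 0.73).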

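EIF3J, named EIF3S1 in the paper, was lower in adult blood with both of its probe sets. The log2 fold changes were -2.36 for the brighter one (standard error 0.31, adjusted p = 4.6e-04 from limma) and -2.71 for the dimmer one (standard error 0.45, adjusted p = 0.0033). Of 36 measured initiation factors and eIF2alpha kinases, 3 were lower, 1 was higher and 32 did not pass the test, the same counts as adjusted over the list alone. Besides EIF3J and EIF4G2, EIF1B was lower, at -1.21 (standard error 0.25, adjusted p = 0.018). EIF3B, a core subunit of the same complex as EIF3J, was higher, at 1.10 (standard error 0.21, adjusted p = 0.0098), with average intensities of 4273 ± 857 in adult and 2030 ± 633 in cord blood (SD, n = 6 each). Without the trend and robust options of eBayes the calls of EIF1B, EIF3B and EIF4G2 were lost. The median over the 36 genes was -0.05 and the set did not pass (camera, adjusted p = 0.35). With 1 sample left out the median ran from -0.11 (without adult blood replicate 5) to 0.01 (without adult blood replicate 6).
None of 51 genes of cytoplasmic ribosomal proteins was called by limma, also when adjusted over the list alone, with 0 by the methods' t-test and 12 at an unadjusted p under 0.05. Their median log2 fold change was 0.34, toward higher values in adult blood (camera, adjusted p = 0.037; adjusted p = 0.84 with an estimated correlation; fry, adjusted p = 0.59). RPL32 had a log2 fold change of 0.90 (adjusted p = 0.15) and RPS28 one of -0.83 (adjusted p = 0.11). RPL32 was called after quantile normalization and with the replicate number as a block, and RPS28 without adult blood replicate 2 (adjusted p = 0.037). Leaving out adult blood replicate 2 lowered the median to 0.12 (camera, adjusted p = 0.64), and the call of this set was also lost without adult blood replicate 1 or 3 or cord blood replicate 2, 5 or 6.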

Unlike the model organisms like C. elegans, there was little evidence suggesting let-7 significantly regulates Ras mRNA in these human cells.

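HRAS, the classical Ras gene with a named probe set here, had average intensities of 804.4 ± 103 in adult blood and 665.3 ± 166 in cord blood (SD, n = 6 each). Its log2 fold change was 0.29 (standard error 0.24, 95% confidence interval -0.21 to 0.80) and did not pass the test (adjusted p = 0.69 from limma; unadjusted p = 0.23). The other Ras genes were not analysed here. Among 12 related small GTPases, listed beside them, 1 was lower, none was higher and 11 did not pass, also when adjusted over the list alone. The one called was RAP1A, whose product regulates integrin adhesion, at 691.7 ± 291 in adult and 4146 ± 1468 in cord blood (SD, n = 6 each), a log2 fold change of -2.65 (standard error 0.38, adjusted p = 9.5e-04). RAP2C, RAP1B and RAP2A had log2 fold changes of -1.16, -1.18 and -0.61 (adjusted p = 0.22, 0.24 and 0.32). The 12 genes had a median of -0.19 and as a set did not pass with camera (adjusted p = 0.060; adjusted p = 0.14 with an estimated correlation), whereas fry gave lower values on balance (adjusted p = 0.011). With samples left out, camera was adjusted over the lists without the Ras genes, which gives 0.058 with all samples. On that adjustment the set passed when adult blood replicate 2, 3, 4, 5 or 6 or cord blood replicate 1 or 4 was left out. The set then had adjusted p between 0.029 and 0.050 and medians between -0.48 and -0.20. Without cord blood replicate 1 the set lay at the threshold (adjusted p = 0.04986). It did not pass without adult blood replicate 1 (median -0.09, adjusted p = 0.15) or cord blood replicate 2, 3, 5 or 6 (medians between -0.20 and -0.16, adjusted p between 0.068 and 0.10), among the brighter probe sets (median 7.1e-04, adjusted p = 0.33) or with the mean of all probe sets of each gene (adjusted p = 0.18).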

**Figure 3:**
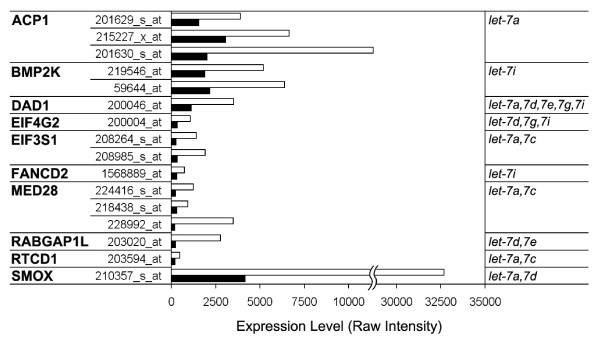
**Reticulocyte mRNA expression levels of 10 genes that are predicted targets of *let-7 *miRNA**. Average intensities of each probe set for *let-7 *target genes in umbilical cord blood versus adult blood were calculated from mRNA expression profiling data using the Affymetrix U133Plus chips. The miRNA predicted to target each gene are shown on the right side of the figure. Umbilical cord blood (open bars), adult blood (closed bars).

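Across the 15 named probe sets of Fig. 3, the average intensity in cord blood was 2.18 to 18.2 times that in adult blood. SMOX was the brightest, at 32674 ± 11790 in cord blood and 4153 ± 2162 in adult blood (SD, n = 6 each, here and below). ACP1 followed with its brightest probe set, at 11390 ± 2347 and 1997 ± 631, and the next, at 6644 ± 1480 and 3055 ± 580. BMP2K stood at 6382 ± 1448 and 2179 ± 822 with its brighter probe set. DAD1 had the smallest relative spread in cord blood, 3525 ± 355 against 1124 ± 390 in adult blood.
Several other genes were near or below the median of the arrays in adult blood, where the size of a fold change is not exact. The brightest Fig. 3 probe set of MED28 had 3487 ± 1448 in cord and 191.3 ± 114 in adult blood, RABGAP1L 2784 ± 623 and 241.4 ± 198, and the dimmer EIF3J probe set 1414 ± 387 and 257.7 ± 212. EIF4G2 stood at 1087 ± 384 and 334.4 ± 202 with overlapping groups, and RTCA at 489.8 ± 262 and 204.7 ± 142. In RTCA cord blood replicate 6 lay far below the other cord samples, at 73.2 against 372.3 to 829.8.

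**Figure D3:**
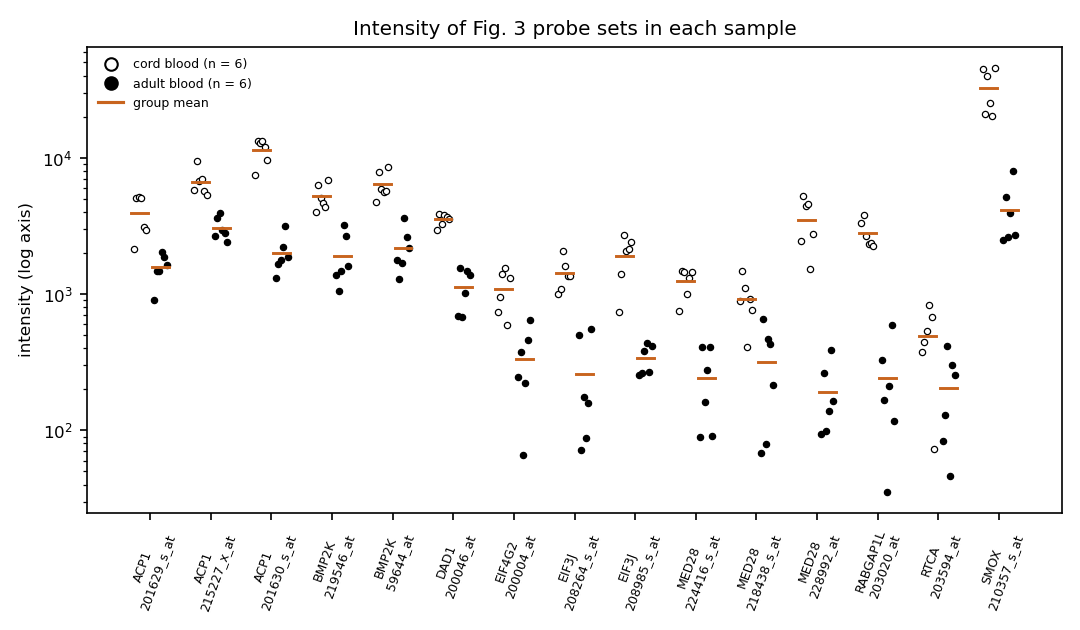
Intensity (log axis) of the 15 named probe sets of Fig. 3 in each of the 6 umbilical cord blood samples (open circles) and 6 adult blood samples (closed circles), with the group means as lines. The groups overlap for EIF4G2, RTCA and 1 MED28 probe set.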

This report provides initial evidence that human *let-7 *miRNA, as a group, are up-regulated in association with fetal-to-adult hemoglobin switching. The erythroid focus of this study was chosen due to developmental similarities between fetal-to-adult transition in humans and related developmental changes in lower organisms. Also, miRNA expression patterns during late erythropoiesis were clinically associated with sickle cell anemia and malarial pathogenesis [20,27]. While the results described here may be helpful for generating new hypotheses related to miRNA expression, more robust methods (including coordinated manipulation of multiple miRNA members) are needed to understand the functional significance of increased *let-7 *in adult erythroid cells. We speculate that *let-7 *or other differentially expressed miRNA are involved in the hemoglobin switching phenomenon. Alternatively, the increased *let-7 *expression in adult cells could affect other aspects of erythropoiesis since the predicted target genes are largely involved in cellular proliferation and apoptosis. Overall, these data strongly suggest that miRNA abundance patterns are developmentally regulated in circulating erythroid cells. As such, the data support further erythroid-focused investigation of these curious RNA molecules.

## Conclusion

In addition to globin and other protein-encoding mRNA transcripts [12], miRNA species in circulating erythroid cells are differentially expressed in association with hemoglobin switching. Among the differentially-expressed miRNA, a majority of *let-7 *family members were significantly upregulated in adults. 

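Targets of let-7 known from other systems showed no call in the mRNA profiles of 6 adult blood and 6 cord blood samples. Of 19 measured genes of such a list, none was called higher or lower in adult blood (limma; 1 had an unadjusted p under 0.05, 0 by the methods' t-test, and none was called when adjusted over the list alone). Their median log2 fold change was 0.03 and their mean -0.04, and as a set they did not pass (camera, adjusted p = 0.84). With 1 sample left out the median ran from -0.11 (without cord blood replicate 1) to 0.08 (without cord blood replicate 5), so its sign is open. CCND2, the cyclin D2 gene, had a log2 fold change of 0.54 (adjusted p = 0.35), MYC one of -0.94 (adjusted p = 0.56), IGF1R one of -0.56 (adjusted p = 0.53) and ARID3A one of -0.27 (adjusted p = 0.60). Of 11 genes for miRNA processing and silencing none was called either, also when adjusted over the list alone, with 0 by the methods' t-test and 2 at an unadjusted p under 0.05. AGO1 had a log2 fold change of 0.51 (adjusted p = 0.28) and AGO3 one of -1.21 (adjusted p = 0.30), and the median of the list was -0.01 (camera, adjusted p = 0.84). In data simulated with the means and spreads of these arrays, 14% of the probe sets changed by 2-fold and 63% of those changed by 4-fold were called. No separate rate was obtained for dim probe sets. Of the 19 targets 13, and of the 11 processing genes 9, lay among the brighter probe sets. For the dimmer members the missing calls therefore say little.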

Differential expression of predicted *let-7 *target genes was also detected in the cells. Based upon the importance of *let-7 *for developmental transitions in lower organisms, it is proposed here that differential expression of miRNA including *let-7 *in erythroid cells should be explored for their potential to regulate changes in erythropoiesis or hemoglobin expression patterns in humans.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SJN and YTL conducted qRT-PCR. SHM and EW carried out miRNA microarray analyses. YTL and SHG performed mRNA profiling in human cord and adult reticulocytes. FMM and DFS assisted in interpreting the data and provided advice on the manuscript. CR collected clinical samples. JLM designed this project. SJN, SHM, and JLM analyzed the data and wrote the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

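The mRNA profiles are those of reticulocytes from 6 adult blood and 6 umbilical cord blood donors, with 1 Affymetrix U133Plus chip per sample. The miRNA arrays and the qPCR assays were not analysed here. The deposited values are MAS5 signals, an intensity per probe set on a linear scale. The authors scaled each array so that its mean without the highest and lowest 2% of probe sets is 500, as was checked on the values. The submitters' processing notes name MAS5, and its version and the detection calls are not given in the sources used here. The paper's methods refer to an earlier study for the mRNA arrays, and its text names no test or threshold for them.

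Of 54675 probe sets, 62 are controls and were left out of the tests. Of the remaining 54613, 41091 have 1 gene symbol, 1801 have several and 11721 have none in the platform annotation used here. No gene was named from a probe set with several symbols, and a probe set with none is unnamed here, not without a gene. Symbols were brought up to date through the Entrez gene number, which matched 41037 of the probe sets with 1 symbol in the RefSeq gene table of the human assembly GRCh38.p14. No coordinates are given, since the arrays name no build. Some items are not reported here.

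The intensities were used as the authors scaled them. With R 4.3.3 and limma 3.58.1, log2(intensity + 16) was fitted by group over all 54613 probe sets (lmFit, then eBayes with trend and robust), and p-values were adjusted by the Benjamini-Hochberg method. A probe set was called at an adjusted p under 0.05, two-sided. The fold change is adult blood minus cord blood on the log2 scale. No dim probe sets were removed. The number of arrays limits the precision of each value. In data simulated from the means and spreads of these arrays, with 200 of 54613 probe sets changed, 14% of those changed by 2-fold and 63% of those changed by 4-fold were called, with 1 false call. With no change planted there were 0 calls. The rates were not obtained for dim probe sets apart.

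Gene lists were fixed before the data were examined: the genes of Fig. 3, Ras genes and Ras relatives, the globins in 3 lists, known let-7 targets, miRNA machinery, erythroid transcription and fetal hemoglobin regulators, heme and iron, red cell membrane, red cell enzymes and antioxidants, mitophagy and autophagy, proteasome, the ubiquitin system, ribosomal proteins, translation initiation, apoptosis, cell cycle, progenitors, neutrophils, monocytes, T and NK cells, B cells, and platelets. A gene stood in its list with the probe set of the highest mean. Lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry, adjusted over the lists. Under the alternatives below, camera was adjusted over the lists without the Ras genes, of which 1 was measured. Genes were named by a rule of the same date: the genes the paper names, the 12 genes with the largest fold change in each direction among called genes in the brighter range whose groups do not overlap, and up to 4 members of each list with the smallest p. Some genes whose levels could tell donors apart were left out of the names and of the plot of group means. The intensities of Fig. 3 had been seen by then. Values of single samples were compared by exact permutation tests.

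The alternatives were pseudocounts of 1 and 128, quantile normalization, centring on the brighter probe sets, a filter on dim probe sets, the replicate number as a block, eBayes without trend and robust, the paper's criteria for its miRNA arrays, leaving out each sample, and, for the lists, the mean of all probe sets of a gene. Fits with the 3' to 5' ratio of the beta-actin or the 18S controls as a covariate were added after the ratios were seen. A search for let-7 seed matches in 3' UTRs was planned and not run, since no transcript sequences were used here, and the paper's full list of predicted targets was not analysed here. Levels of globin genes in single donors are not given.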

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

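The use of the ribosomal protein list against a general fall of mRNA, the test of scaling by quantile normalization and the fits with the beta-actin and 18S ratios were chosen after the results were seen. The split of 1090 called probe sets between adult and cord blood is not what random groups of these samples give. Among 100 splits of the 12 samples into groups of 6, 1 split, the real one, called as many probe sets, and the highest of the others called 3, so chance can be excluded.

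The Fig. 3 genes were lower in adult blood with a median log2 fold change of -1.81 over 16 probe sets. Scaling between arrays was tested with quantile normalization, which moved the log2 fold changes of these probe sets by -0.01 to 0.21. The median was then -1.82 (SD over probe sets 0.94) and 13 of the 16 were called lower. Over all probe sets the shifts ran from -0.07 to 0.35, since the arrays had already been scaled to 1 target. The remaining differences in intensity distribution between arrays are thus too small to be the source. A difference in total mRNA that scaling hides cannot be tested this way. Centring the arrays moved each of the 16 probe sets by the same -0.015 and tests nothing here. A biological difference between fetal and adult reticulocytes stays open as untested, since the samples differ in more than let-7 abundance.

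Most called mRNAs were higher in cord blood; leukocytes left in the cord blood samples would bring their markers along, but the median log2 fold change of 39 leukocyte genes was 0.0034 (SD 0.45; -0.05 to 0.08 with 1 sample left out), with 4 of them in the brightest 10% of probe sets, CD8A the brightest, and the preparation removed white cells by centrifugation and filtering. Dividing erythroblasts would raise cell cycle genes in cord blood, and their median was 0.23 (SD 0.57 over 26 genes), their mean 0.06, and the median 0.13 and 0.09 without adult blood replicate 1 and 2, 0.15 and 0.07 without cord blood replicate 3 and 5 and 0.06 among the brighter probe sets, which is no fall of the size seen, though erythroblasts past their last division would not show in it. A general fall of reticulocyte mRNA against the background of the arrays would take ribosomal protein genes with it, though scaling hides a uniform fall. The median of these genes was 0.34 (SD 0.44 over 51 genes; 0.12 without adult blood replicate 2, 0.53 without adult blood replicate 6). It was 0.53 under quantile normalization, while centring moved every probe set by the same amount and tests nothing here. RNA degraded further in adult blood was set in advance to raise the 3' to 5' ratios of the mRNA controls by over 1. The larger rise, of beta-actin, was 0.26 on the log2 scale (exact permutation p = 0.015, adjusted over 6 control measures p = 0.045). This argues against degradation of the size set in advance, and a smaller one stays open. With the beta-actin ratio as a covariate the 868 lower probe sets had a median log2 fold change of -1.77 against -1.80. The median standard error was 0.44 against 0.31. The covariate fit decides little, since this ratio nearly parts the groups. Only adult blood replicate 5, at 1.11, lay within the cord range, and the other adult ratios lay above the highest cord ratio of 1.34. RNA quality as read from 18S stays open: its log2 3' to 5' ratio, lower in adult blood, differed by -1.91 (exact permutation p = 0.0022), and with it as a covariate the median was -1.96 (median standard error 0.65), but this decides nothing, since the ratio parts the groups and its 5' probe set (143460 ± 40699 in adult and 169881 ± 12242 in cord blood, SD, n = 6 each) lies near the top of the intensity range. A biological difference between cord and adult blood stays open as untested.

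Genes outside those the paper discusses differed between the groups as well. Lower in adult blood were HIGD1A, a mitochondrial protein induced by hypoxia (log2 fold change -6.05; 114 ± 114 in adult and 6901 ± 2349 in cord blood, SD, n = 6 each), C1D (-5.07), SDCBP, the syntenin gene (-4.99), TMEM158 (-4.56), CORO1C (-4.46), the catalase gene CAT with a probe set other than its brightest (-4.36), PCMTD1 (-4.33), DCTN4 (-4.31), ACSL6, an acyl-CoA synthetase of erythroid cells (-4.21), FGR, a Src family kinase known from myeloid cells (-4.10), and SH3BGRL (-4.09). Higher in adult blood were PDZK1IP1 (3.79; 29517 ± 11222 in adult and 2714 ± 2513 in cord blood, SD, n = 6 each), PRR34-AS1 (3.17), SMURF1, a ubiquitin ligase (2.86), GALR3 (2.60), FLACC1 (2.51), PEBP1 (2.38), VWCE (2.30), VCL, the vinculin gene (2.26), MTDH (2.25), RCSD1 (2.14), STX3 (2.08) and MCM10 (2.07). The adult mean of HIGD1A, C1D, CORO1C, CAT, PCMTD1, DCTN4, ACSL6 and FGR and the cord mean of SMURF1, PEBP1, MTDH, RCSD1 and MCM10 lay below the medians of the arrays (278.6 to 298) and are not shown to be above background, without detection calls, so these fold changes are not exact and their order is open. All genes listed in this paragraph passed the test with adjusted p of at most 0.020 from limma, and leaving out 1 sample ended a call for VCL (adult blood replicate 1 or cord blood replicate 4, highest adjusted p = 0.053) and RCSD1 (adult blood replicate 3 or 6 or cord blood replicate 3 or 4, highest adjusted p = 0.052). SMURF1 and RCSD1 also lost the call with the replicate number as a block. Other probe sets of the same gene were not called for 7 of the higher and 5 of the lower genes named here.

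The 3' control probe set of the 18S ribosomal RNA was lower in adult blood in 6 of 6 samples, with a log2 difference of -2.20 and intensities of 18209 ± 14529 in adult and 66456 ± 13125 in cord blood (SD, n = 6 each; exact permutation p = 0.0022, adjusted over 6 control measures p = 0.013). Its middle and 5' control probe sets differed by -1.17 (exact permutation p = 0.056) and -0.29 (p = 0.12), the 5' one near the top of the intensity range where a difference would be hard to see, and the hybridization controls by -0.04 (p = 0.79).

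In 5 of 102 groups of samples tested, 1 sample lay apart from the others, against 1 in 20 by chance. These were RTCA in cord blood replicate 6 (gap over range 0.67), DCTN4 and FGR in adult blood replicate 5 (0.717 and 0.631; 513.6 against 58.2 to 107.7 and 535.8 against 77.6 to 158.3), PRR34-AS1 in cord blood replicate 5 (0.688; 102.5 against 300.1 to 488.5), and the beta-actin 3' to 5' ratio in adult blood replicate 5 (0.806), the lowest of the adult samples.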

How the results depend on the processing

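The fits with the beta-actin and 18S covariates were added after the ratios were seen. Under the other alternatives that keep all samples, probe sets higher in adult blood numbered 154 to 314 and those lower 704 to 929, except under the paper's miRNA criteria (the methods' t-test at its p and fold thresholds), which called 531 higher, all by over 2-fold, and 1174 lower; after Benjamini-Hochberg adjustment that test called 151 and 625. The share of calls that were lower was 79.6%, and 68.9% under those criteria. Leaving out 1 sample gave 164 to 219 higher and 681 to 862 lower, 132 to 190 and 639 to 796 by over 2-fold, 12 to 13 probe sets and 6 to 7 genes of Fig. 3, 0 Ras genes, and 2 globin probe sets. With the beta-actin covariate 20 were higher and 254 lower, 19 and 253 by over 2-fold; 6 probe sets and 2 genes of Fig. 3, 0 globin probe sets, 0 heme and iron genes (5 otherwise) and 2 membrane genes (7 otherwise) were called. With the 18S covariate 26 were higher and 148 lower, all by over 2-fold; 4 probe sets and 2 genes of Fig. 3, 0 globin probe sets, 3 heme and iron genes, 2 membrane genes and 4 enzyme genes (7 otherwise) were called. Both covariates go with the groups, and the standard errors grew. Globin probe sets lower in adult blood numbered 2, and 1 under quantile normalization, 0 without trend and robust, and 1 under the methods' t-test. Membrane genes called lower numbered 4 under quantile normalization, under the methods' t-test and with the mean of all probe sets of a gene, and 3 without trend and robust; the cause was not tested. Leaving out 1 sample gave 5 to 8 membrane genes, 5 heme and iron genes, and 6 to 8 enzyme genes. The replicate numbers do not pair the samples: deviations of same-numbered samples correlated between -0.017 and 0.0087, and 0 of 6 adult samples correlated best with its own number. With the number as a replicate block 159 probe sets were higher and 704 lower, with 12 probe sets of Fig. 3 lower. No single gene named in the text changed its direction under any alternative while called. Of 63 called probe sets named, 9 lost the call without trend and robust, 5 with the block, 3 under the methods' t-test, 2 under quantile normalization, 1 with a pseudocount of 1 and 32 with the beta-actin and 37 with the 18S covariate. Signals near the background limit what can be seen among dim probe sets.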

Differences from the paper's values

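None of the 32 group averages read by eye from Fig. 3 differed from the values here by over 1.5 times. The largest ratio was 1.20, for RTCA (RTCD1) in adult blood, with the paper's value about 170 in Fig. 3, read by eye, and 204.7 here. The paper counts 10 genes as down-regulated in adult blood and its text states no test or threshold for the mRNA arrays; at an adjusted p under 0.05, 7 had all their Fig. 3 probe sets lower. RTCA did not pass (adjusted p = 0.43), nor did 1 unnamed probe set (adjusted p = 0.43) and 1 MED28 probe set (adjusted p = 0.11), whereas both others of MED28 in Fig. 3 did, as did another probe set of RTCA outside Fig. 3 (log2 fold change -1.96, adjusted p = 0.014). By group averages all 16 probe sets were lower in adult blood, as in Fig. 3, with cord blood at 2.18 to 18.2 times the adult values. No alternative set before the data were examined called this RTCA probe set, which the filter on dim probe sets removed, or the unnamed one, and the counts under them ran from 5 to 7 genes. Adjusted over the list alone, the MED28 probe set passed and 8 genes were lower.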

Other observations

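Several gene groups of the red cell itself held genes that were lower in adult blood. Of 16 measured genes of heme synthesis and iron handling, 5 were lower, none was higher and 11 did not pass (6 lower when adjusted over the list alone). ALAD and UROD, enzymes of heme synthesis, had log2 fold changes of -2.44 (standard error 0.34, adjusted p = 6.1e-04 from limma) and -1.07 (standard error 0.18, adjusted p = 0.0031), FECH, which inserts iron into heme, -2.08 (standard error 0.36, adjusted p = 0.0043), the mitochondrial transporter ABCB10 -2.51 (standard error 0.42, adjusted p = 0.0032), and TFRC, the transferrin receptor gene, -1.72 (adjusted p = 0.017). Of 16 membrane and cytoskeleton genes 7 were lower and none was higher (8 lower when adjusted over the list alone, 4 under quantile normalization, under the methods' t-test and with the mean of all probe sets of a gene, 3 without trend and robust, and 2 with either covariate), among them XK at -2.66 (adjusted p = 4.2e-05), STOM, the stomatin gene, at -2.41 (adjusted p = 2.8e-05), EPB41 at -1.26 (adjusted p = 0.0013) and the anion exchanger SLC4A1 at -0.75 (adjusted p = 0.0040). The call of SLC4A1 was lost after quantile normalization, without trend and robust, and under the methods' t-test, where it missed the fold threshold. Of 23 enzyme and antioxidant genes 7 were lower and none was higher (8 lower and 1 higher when adjusted over the list alone). BPGM, the bisphosphoglycerate mutase whose product sets the oxygen affinity of hemoglobin, was at 7074 ± 2583 in adult and 70545 ± 17161 in cord blood (SD, n = 6 each), a log2 fold change of -3.35 (standard error 0.25, adjusted p = 1.8e-06). CAT, PRDX2 and CA1, the others of the 4 with the smallest p, had log2 fold changes of -3.32, -2.00 and -1.91. CA1 encodes the carbonic anhydrase that is abundant in adult red cells, and its mRNA stood at 26475 ± 2917 in adult and 102214 ± 29767 in cord blood (SD, n = 6 each; adjusted p = 8.2e-06). As sets, heme and iron, membrane and enzymes were lower by camera (adjusted p = 1.5e-05, 2.0e-06 and 1.6e-07); with an estimated correlation the adjusted p were 0.028, 0.067 and 0.026, so the call of the membrane set was lost. By fry these lists, those of autophagy and the ubiquitin system and the embryonic globins were lower as well, with adjusted p of at most 0.0093.

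Genes that clear organelles and proteins moved the same way in part. Of 15 mitophagy and autophagy genes 2 were lower and none was higher (7 lower and 1, ATG7, higher when adjusted over the list alone), MAP1LC3B at -2.51 (standard error 0.17, adjusted p = 7.8e-07) and GABARAPL2 at -2.27 (standard error 0.27, adjusted p = 1.5e-04). The set was lower by camera (adjusted p = 0.0017; adjusted p = 0.093 with an estimated correlation). Of 13 genes of the ubiquitin system 3 were lower (6 when adjusted over the list alone), UBE2H at -1.49, UBAC1 at -1.08 and UBE2O, which tags ribosomal and other proteins for removal in reticulocytes, at -2.76 (adjusted p = 1.4e-04, 0.0078 and 0.012), and the set passed with camera (adjusted p = 1.1e-04; adjusted p = 0.18 with an estimated correlation). Of 28 proteasome subunits only PSMB7 was called, at -1.76 (adjusted p = 0.018), 2 lower and 1 higher when adjusted over the list alone (camera, adjusted p = 0.57); the call of PSMB7 was lost with the replicate number as a block, that of UBAC1 without trend and robust, and the proteasome set passed with the mean of all probe sets of each gene. Of 16 erythroid transcription factors and fetal hemoglobin regulators FOXO3 alone was called, at -1.97 (standard error 0.33, adjusted p = 0.0036), with NFE2 at 0.89 (adjusted p = 0.10), called when adjusted over the list alone, after quantile normalization and without adult blood replicate 6 (adjusted p = 0.046), and GATA1 at -0.42 and -0.57 (adjusted p = 0.74 and 0.66); the set did not pass (camera, adjusted p = 0.95; median -0.01, mean 7.4e-04). FOXO1, which the paper proposes as a gene regulated by miR-96, had log2 fold changes of -0.22 to 0.15 with 3 probe sets, none called. Beside these groups the beta-actin 3' to 5' ratio was higher in adult blood by 0.26 on the log2 scale, and with it as a covariate 0 of the 5 heme and iron genes were called by limma (5 at an unadjusted p under 0.05), with a median log2 fold change of -1.84 (median standard error 0.51) against -2.08 (0.36), 2 of the 7 membrane genes, at -0.93 (0.28) against -1.18 (0.19), and 5 of the 7 enzyme genes, at -2.11 (0.37) against -2.00 (0.26). With the 18S ratio as a covariate 3 heme and iron genes and 4 enzyme genes were called lower.

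The remaining lists gave these values. The embryonic globins HBE1 and HBZ were lower as a pair by camera (adjusted p = 0.033; adjusted p = 0.13 with an estimated correlation), a call lost after quantile normalization and without adult blood replicate 1 or 2 or cord blood replicate 6 (adjusted p = 0.052, 0.059 and 0.059; medians between -1.07 and -0.77 against -1.14), with HBZ not called by itself (log2 fold change -1.40, standard error 0.71, adjusted p = 0.47; -1.83 to -0.67 with 1 sample left out, so its size depends on single samples). HBD and HBM had log2 fold changes of -0.32 and -0.77 (adjusted p = 0.37 and 0.18) and HBQ1 one of -0.09; neither the adult beta-like nor the alpha-like list passed (camera, adjusted p = 0.57 and 0.35), though HBM was lower when adjusted over its list alone. The lists of neutrophils, monocytes, T and NK cells, B cells, progenitors and platelets did not pass as sets (camera, adjusted p between 0.57 and 0.87). The progenitor and platelet lists had medians of 0.21 and 0.15 and means of 0.06 and -0.11, while camera pointed to lower values for both. With 1 sample left out, the progenitor median ran from 0.04 to 0.44 and the platelet median from -0.04 to 0.26. The paper reports from an earlier study that almost all differing mRNAs were increased in fetal cells. In these samples 79.6% of the called probe sets were, between 68.9% under the methods' t-test and 92.7% with the beta-actin covariate. At an unadjusted p under 0.05 from limma, 3424 probe sets were lower and 3145 higher in adult blood. The paper's text states no threshold for the earlier study, so the split is not compared with it. Over all genes with a probe set of their own, 571 of 19775 had at least 1 probe set called lower in adult blood. The paper gives 10 such genes among its predicted let-7 targets, by criteria its text does not state, so the shares were not compared by a test.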
